A study of Homo sapiens with 6 samples. Its data were reported in "Metabolic Reprogramming and Predominance of Solute Carrier Genes during Acquired Enzalutamide Resistance in Prostate Cancer" (2020).

How the data were processed

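RNA from 3 parental and 3 enzalutamide resistant LNCaP preparations was sequenced by the submitters as single-end reads of 50 bp on an Illumina HiSeq instrument. The labels name both a TruSeq V2 and a TruSeq Stranded Total RNA kit, so whether strand was used in counting is not known, and overlapping or antisense genes are uncertain. According to the study's methods the reads were trimmed with TrimGalore v0.4.3 and aligned with STAR v2.5.3 to GRCh38 with the GENCODE v25 annotation. The submitters' processing notes instead name Trimmomatic 0.27, FastQC 0.10.1 and the mouse build mm10. The deposited table holds human gene identifiers, of which 98.3% were found in GENCODE v44, and 99.96% of these overlapped their GENCODE v44 position on GRCh38, so coordinates are given on GRCh38 from GENCODE v44.

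The authors made the deposited values with Cufflinks and Cuffdiff v2.2.1, as FPKM per gene and library, with a group FPKM, a test statistic (score), a p-value and a q-value per gene. The group FPKM was used only to give the direction of the authors' own calls, since the deposited log2 fold change column holds 3042 spreadsheet errors. Of the gene symbols, 28 had been turned into numbers by a spreadsheet, and all 28 were named again from their gene identifiers. The table holds 14 mitochondrial genes. No counts are given, so depth is unknown. Relative depth was estimated from the most common ratio between libraries over genes below 0.5 FPKM in every library. No pair of libraries shared more than 2 equal values above 0.

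Each gene with a mean of at least 0.5 FPKM over the 6 libraries was tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend, two-sided), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. FPKM values cannot be used in a count model. With 3 libraries in each group, a rank or permutation test of a single gene cannot reach 0.05, and the model gains its precision by sharing spread across genes. Gene lists, 50 in number, were fixed before the data were examined. For each, members called in each direction were counted over all genes and adjusted over the list alone, and 47 lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. None of the calls made with the preset correlation held with the estimated one. The share of changed solute carriers was compared with that of other genes by Fisher's exact test. Genes are named by a rule fixed at the same time. It takes AR, KLK3, GAPDH and ACTB, the 10 largest rises and 10 largest falls in log2(FPKM + 1) among called genes with no overlap between groups and at least 5 FPKM in the higher group, up to 2 rises and 2 falls per list with at least 1 FPKM, and all genes of both lists taken from the study. LDHB, ABCB4 and CYP2D6, which have no call here, are given to complete their lists, LDHB after its values were seen. Sex-linked genes (XIST and Y-linked) stayed in the fits but are neither named nor given levels.

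Alternatives tried were pseudocounts of 0.1 and 0.01, no filter, a filter at a mean of 1 FPKM, median-ratio scaling, quantile normalization, the replicate number as a block, no intensity trend, robust variance and leaving out each library. Added after seeing the data were protein-coding genes only and scaling to the total without RMRP. The same steps were tested on simulated data with the real means of 20278 genes and 50 changed genes per fold. In these simulated data 14% of genes changed 1.5-fold were recovered, 42% at 2-fold, 72% at 4-fold and 86% at 8-fold. There 6 of 20078 unchanged genes were called, 5.31% of all calls. Far fewer genes changed in the simulation than were called in the real data, so the adjusted threshold was stricter there. These shares therefore do not carry over to the real comparison. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.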

Results

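Gene expression was measured by RNA sequencing in LNCaP cells, an androgen-responsive human prostate cancer line that carries androgen receptor (AR), and in LNCaP cells selected for growth in enzalutamide, a drug that blocks AR. There were 3 parental and 3 enzalutamide resistant libraries. Selection ran for at least 6 months at 1 to 20 µM enzalutamide, the resistant cells were kept at 5 µM, and RNA was taken from cells exposed to 10 µM. The labels do not make clear whether the parental cells were exposed too. They give passage 0 for the parental and passages 15 to 18 for the resistant libraries, although the methods of the study have parental cells kept in vehicle as long as the selection ran. Whether passage differs together with resistance is therefore unclear. The comparison asks which genes differ in resistant cells, with an interest in metabolism and transporters. The values are FPKM (fragments per kilobase of transcript, scaled for the depth of a library). FPKM summed to 793435, 846509 and 865661 in the parental libraries and to 630026, 649040 and 681919 in the resistant ones. Read counts are unknown. From the steps between low FPKM values, depth relative to parental library 0 was 1.06 in the other parental libraries and 1.54, 1.39 and 1.17 in the resistant libraries, so low levels were resolved somewhat better in resistant cells. Libraries of the same group correlated across genes at r = 0.937 to 0.948 and libraries of different groups at 0.740 to 0.749. Nothing in the labels says that the 3 libraries of a group came from separate cultures, so the p-values below measure only the spread between these libraries, which may be technical. Values are the mean ± SD of 3 libraries in FPKM, and log2 changes are resistant minus parental on the log2(FPKM + 1) scale, which understates changes of low genes.

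AR transcript was nearly absent from the resistant libraries. AR (ENSG00000169083.15, GRCh38 chromosome X, 67544021 to 67730619) stood at 75.8 ± 1.74 FPKM in parental and 0.0542 ± 0.0412 FPKM in resistant cells (log2 change -6.19, SE 0.09, limma adjusted p = 3.48e-07). KLK3, which encodes prostate-specific antigen and is the standard AR target (ENSG00000142515.14, chromosome 19, 50854915 to 50860764), was 258 ± 23.6 and 0.304 ± 0.188 FPKM (log2 change -7.64, SE 0.14, adjusted p = 6.24e-07). Of 34 measured AR target genes, 30 fell, 1 rose and 3 were not called, and the counts were equal when adjusted over the list alone. KLK2 went from 469 ± 12.1 to 0.0729 ± 0.0548 FPKM and TMPRSS2 from 419 ± 13 to 0.298 ± 0.102 FPKM, while MED28, a Mediator subunit, rose 1.45-fold. The list was lower by camera (adjusted p = 1.59e-12), although with an estimated correlation the call was lost (adjusted p = 0.127). Genes that androgen represses fell as well, in 7 of 7 measured members, among them DDC (log2 change -2.82) and FOLH1, the gene of prostate-specific membrane antigen, with 301 ± 12 against 0.226 ± 0.0326 FPKM (camera adjusted p = 1.15e-04, and adjusted p = 0.127 with an estimated correlation). The UGT2B members of that list share reads with near-identical copies.

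AR and the factors that act with it, a list in which the fall of AR itself is counted, fell in 8 of 13 measured members and rose in 1 (camera adjusted p = 0.00108, and adjusted p = 0.373 with an estimated correlation). GRHL2, an epithelial transcription factor, fell from 158 ± 9.63 to 0.0310 ± 0.0388 FPKM, and NCOA1, a coactivator, rose 1.80-fold. Among genes of androgen synthesis, whose AKR1C members are near-identical, 6 of 12 fell and none was called higher, with CYP11A1 29.7-fold and SRD5A1 6.24-fold lower (camera adjusted p = 0.0385, and adjusted p = 0.262 with an estimated correlation). The call of this list was also lost in 3 of 17 other settings, at an adjusted p of 0.0941 without a filter. In the glucocorticoid receptor list 7 of 12 members fell and 2 rose (camera adjusted p = 0.0254, and adjusted p = 0.430 with an estimated correlation). The 2 that rose were the receptor itself, NR3C1, at 27.5 ± 4.72 against 0.199 ± 0.219 FPKM, and its target SGK1, 2.65-fold higher. Its targets ZBTB16 and MT2A were 29.3-fold and 15.1-fold lower.

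Epithelial genes moved with the AR axis. Of 15 luminal epithelial genes, 13 fell and 1, the tight junction gene OCLN, rose 2.07-fold (camera adjusted p = 3.72e-07, and adjusted p = 0.0991 with an estimated correlation). CLDN7 went from 229 ± 12.7 to 0.27 ± 0.126 FPKM. Of 13 mesenchymal genes, 11 rose and 1, SNAI1, fell 2.65-fold (camera adjusted p = 9.32e-05, and adjusted p = 0.226 with an estimated correlation). VIM (vimentin) rose from 4.90 ± 0.196 to 378 ± 12.9 FPKM and SPARC, a matrix glycoprotein, from 0.429 ± 0.466 to 76.0 ± 10.5 FPKM. One member of this list, PDPN, was picked by the study from these libraries. Of 12 genes listed as abundant in AR-negative prostate lines, 10 rose and EGFR, at 60.8 ± 0.916 FPKM in parental cells, fell 6.98-fold (camera adjusted p = 2.54e-04, and adjusted p = 0.263 with an estimated correlation). GSTP1, a glutathione transferase of that list, was 0.127 ± 0.0107 FPKM in parental and 256 ± 11.4 FPKM in resistant cells.

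**Figure D1:**
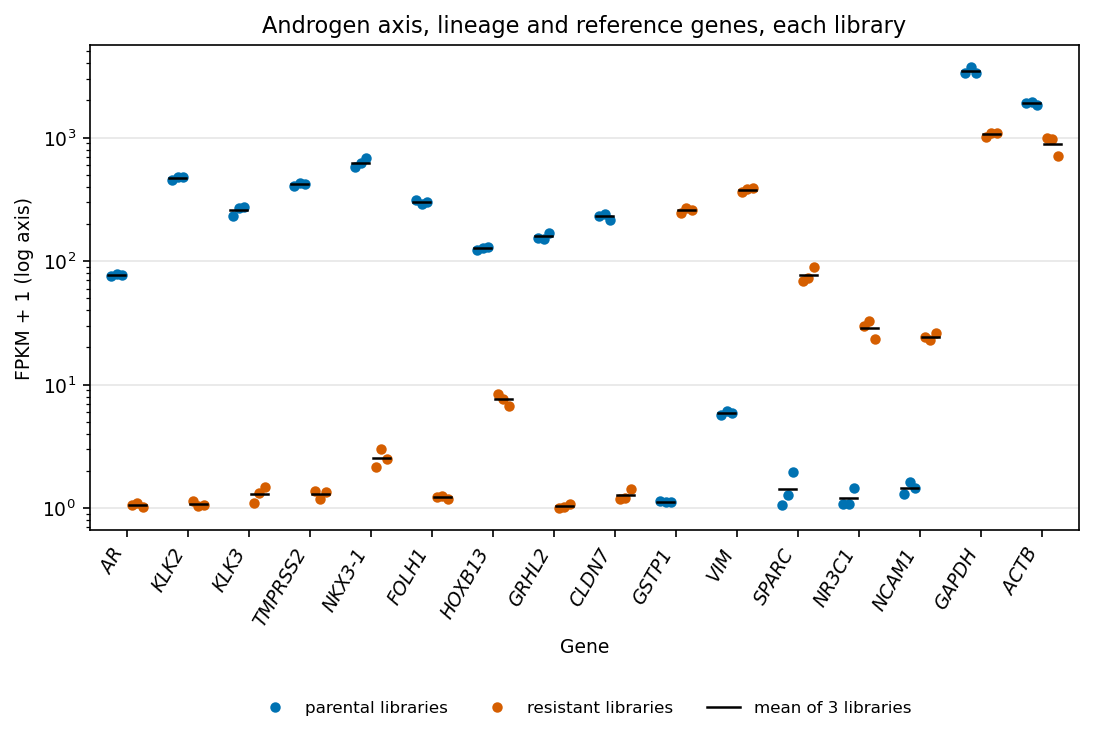
FPKM + 1 on a log axis for 16 genes of the androgen axis, of cell lineage and of reference use, in each of the 3 parental (blue) and 3 resistant (orange) libraries, with black lines for group means. AR, KLK2 and KLK3 sit near the bottom of the axis in all 3 resistant libraries, whereas GSTP1 and VIM rise to 256 and 378 FPKM, and GAPDH and ACTB are lower in every resistant library.

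Markers of other cell types gave a mixed picture. Neuroendocrine genes were measurable in 9 of 21 cases, with 6 higher and 2 lower (camera adjusted p = 0.0327, and adjusted p = 0.298 with an estimated correlation), a call also lost in 4 of 17 other settings. The adhesion molecule NCAM1 and the vesicle protein SYP rose 51.7-fold and 11.1-fold, whereas ENO2 and DLL3 fell 2.04-fold and 1.66-fold. Of 8 stromal genes 6 rose, COL3A1 to 20.5 ± 6.48 FPKM and LUM to 6.37 ± 2.2 FPKM (camera adjusted p = 0.0363, and adjusted p = 0.430 with an estimated correlation), a call also lost in 3 of 17 other settings. Of 6 basal genes 3 rose and 3 fell (camera adjusted p = 0.704). Of these KRT17, listed at 0 in all 3 parental libraries, reached 23.9 ± 14.9 FPKM and DSC3 rose 39.2-fold, while KRT14 and ITGB4 fell from 1.18 ± 0.414 and 2.61 ± 0.725 FPKM. Stem cell factors split into 4 higher and 4 lower of 9 measured (camera adjusted p = 0.563), with LIN28B up from 0.0399 ± 0.0478 FPKM (log2 change 4.14) and NES up 4.74-fold, and with ALDH1A3 and ALDH1A1 down 5.79-fold and 5.51-fold. Only 2 immune and 2 endothelial genes passed the expression filter. One immune gene was called higher, and of the endothelial genes one was called higher and one lower. The filter left out members low in both groups, and a member silent in parental cells could pass only by rising. Counts and tests of marker lists, here and above, therefore depend in part on the filter.

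The homeobox clusters rose almost throughout. In the HOXD cluster 7 of 7 measured genes rose (camera adjusted p = 1.15e-04, and adjusted p = 0.177 with an estimated correlation), although the study picked HOXD10, HOXD11 and HOXD13 from these libraries, so this count is not independent evidence. HOXD10 was listed at 0 in all 3 parental libraries and at 61.4 ± 3.86 FPKM in resistant cells. HOXD9, HOXD11 and HOXD13 were also at 0 in parental cells. These genes passed the expression filter only through the resistant group and could only rise. HOXD12, at 0 in parental and 0.316 FPKM in resistant cells, stayed below the filter. In the HOXA, HOXB and HOXC clusters 27 of 29 genes rose and 2 fell (camera adjusted p = 9.92e-09, and adjusted p = 0.262 with an estimated correlation). HOXA9 reached 33.6 ± 1.88 FPKM and HOXB3 25.2 ± 5.19 FPKM. HOXA11 and HOXC11, listed at 0 in parental cells, likewise passed the filter only through the resistant group. The genes that fell were HOXC12 and HOXB13, a prostate lineage factor that went from 126 ± 4.31 to 6.59 ± 0.897 FPKM. These shifts accompanied the loss of AR and KLK3 in the same 3 libraries.

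Across the transcriptome, 12466 of 20289 tested genes (61.4%) were called at adjusted p below 0.05 by limma, 6448 higher and 6018 lower in resistant cells. With a change of at least 2-fold there were 3365 higher and 3325 lower genes. For 13762 genes (67.8%) the 3 resistant libraries lay on one side of the 3 parental ones, where chance gives 10%. Genes with at least 10 FPKM in one group and under 0.5 FPKM in the other numbered 361 in each direction. When every library was scaled to its total without RMRP, an RNA that took 15.5% to 22.3% of all FPKM, the split became 8247 higher and 4743 lower and the median log2 change of all genes moved from 0.05 to 0.27, so small changes in either direction depend on the scaling.

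On the log2(FPKM + 1) scale, which favours abundant genes over those with the highest ratio, the largest rises among genes with at least 5 FPKM were those of GSTP1, FHL1, TIMP1, CYBA, HIST1H1D, MIR3939, IRS4, TLE4, CNN3 and RP4-765C7.2. FHL1, a LIM-domain protein of muscle, reached 173 ± 25.3 FPKM, TIMP1, an inhibitor of metalloproteinases, 245 ± 19.7 FPKM, and CYBA, a subunit of NADPH oxidase, 180 ± 19 FPKM. IRS4, an insulin receptor substrate, went from 0.0410 ± 0.0211 to just under 100 FPKM (SD 4.85), TLE4, a corepressor, rose from 0.211 ± 0.188 FPKM (log2 change 6.60) and CNN3, an actin-binding calponin, from 0.188 ± 0.0870 to 109 ± 15.3 FPKM. MIR3939 was listed at 0 in all 3 parental libraries and at 109 ± 33.6 FPKM in resistant cells, but its annotated length is 106 bases, where FPKM is unstable, and RP4-765C7.2 (148 ± 20.6 FPKM) is a processed pseudogene of 357 bases. On the same scale the largest falls were those of KLK2, PRAC1, SPON2, RP11-109M17.2, TMPRSS2, NKX3-1, FOLH1, HIST1H1B, TTC6 and KLK3. SPON2, a secreted matrix protein, fell from 547 ± 18 to 0.512 ± 0.164 FPKM, NKX3-1, a prostate homeobox gene, from 626 ± 50.3 to 1.56 ± 0.421 FPKM and PRAC1, a small prostate and colon nuclear protein, from 411 ± 20.3 to 0.0893 ± 0.155 FPKM. TTC6 fell from 421 ± 19.5 to 1.11 ± 0.776 FPKM. RP11-109M17.2, a noncoding RNA of 110 bases, was listed at 0 in all 3 resistant libraries and at 348 ± 125 FPKM in parental cells.

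Glycolytic transcripts were lower in resistant cells. Of 20 genes 19 fell and none rose (camera adjusted p = 1.61e-06, and adjusted p = 0.262 with an estimated correlation), while LDHB, the member outside the calls, stood at 484 ± 24 and 548 ± 50.6 FPKM. ALDOC and PFKFB4 had the largest falls, 33.7-fold and 8.25-fold. With quantile normalization or the scaling without RMRP, 1 member rose. Of 13 hypoxia targets, a list that shares NDRG1 with the AR targets, 11 fell and ADM rose 7.94-fold (camera adjusted p = 6.16e-04, and adjusted p = 0.439 with an estimated correlation). NDRG1 dropped from 2439 ± 145 to 42.7 ± 32.9 FPKM and BNIP3 from 288 ± 10.4 to 14 ± 5.03 FPKM. In the tricarboxylic acid cycle 13 of 25 genes fell and 5 rose (camera adjusted p = 0.0436, and adjusted p = 0.493 with an estimated correlation), with IDH1 and PC 5.89-fold and 3.74-fold lower and IDH3A and MDH1 both 1.53-fold higher. The call of this list was also lost in 7 of 17 other settings, at an adjusted p of 0.221 with quantile normalization. In oxidative phosphorylation 49 of 79 genes fell and 7 rose (camera adjusted p = 5.81e-05, and adjusted p = 0.430 with an estimated correlation). With quantile normalization this call was lost too (adjusted p = 0.108). The matched names include 5 pseudogenes. ATP5D fell 6.00-fold and COX7B2 was listed at 0 in all 3 resistant libraries, whereas NDUFB8 rose 1.78-fold and ATP5O 1.41-fold. The pentose phosphate pathway had 4 of 7 genes lower, TKT 2.70-fold and G6PD 1.54-fold among them, and RPE and RPIA 1.91-fold and 2.11-fold higher (camera adjusted p = 0.478). With quantile normalization or the scaling without RMRP it had 2 lower and 2 higher.

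Lipid genes were compared in separate lists, and those of fatty acid synthesis, beta-oxidation and cholesterol synthesis were called lower as sets. In fatty acid synthesis and elongation 17 of 26 genes fell and 6 rose (camera adjusted p = 0.0254, and adjusted p = 0.262 with an estimated correlation). The desaturases FADS2 and FADS1 were 76.4-fold and 33.8-fold lower, while the long-chain genes ELOVL2 and HACD1 were 15.5-fold and 12.4-fold higher. Mitochondrial beta-oxidation had 15 of 22 genes lower and 4 higher (camera adjusted p = 0.00434, and adjusted p = 0.430 with an estimated correlation). DECR1, a dienoyl-CoA reductase, was 50.6 ± 7.41 FPKM in parental cells and listed at 0 in all 3 resistant libraries, ACAT1 fell 3.69-fold, and ACADL and CPT1B rose 8.22-fold and 1.87-fold. Of 28 peroxisomal genes 17 fell and 9 rose (camera adjusted p = 0.158), with ACOX2 and ABCD1 lower and FAR2 and AGPS, of ether lipid synthesis, higher. Both lists, that of fatty acid synthesis and elongation, and that of bile acid synthesis below hold genes the study named from these libraries. Cholesterol synthesis had 10 of 22 genes lower and 4 higher (camera adjusted p = 0.0426, and adjusted p = 0.430 with an estimated correlation), with INSIG1 5.39-fold and DHCR24 3.87-fold lower and MVD and SQLE 1.5-fold and 1.42-fold higher. The call of this list was also lost in 5 of 17 other settings, at an adjusted p of 0.0911 with quantile normalization. In bile acid synthesis 6 of 8 genes fell, HSD3B7 and ACOX2 most, and CYP39A1 rose 6.67-fold (camera adjusted p = 0.0688). Of 28 cytochrome P450 genes 13 fell and 7 rose (camera adjusted p = 0.252). CYP2C9 fell 42.9-fold (28.6-fold to 71.0-fold when a library was left out) and CYP4F11 to a listing of 0, and CYP26B1, which clears retinoic acid, rose 28.4-fold (21.7-fold to 54.5-fold when a library was left out).

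Solute carriers, the membrane transporters at the centre of the study, changed in both directions. Of 242 measured genes 83 rose, 94 fell and 65 were not called, which became 103 higher and 78 lower under the scaling without RMRP. Adjusted over the list alone, 86 rose and 98 fell. As a set the family was not shifted (camera adjusted p = 0.486). The share of changed genes, 73.1%, was higher than the 61.3% among other genes (odds ratio 1.72, 95% interval 1.28 to 2.32, Fisher's exact test, two-sided p = 1.43e-04, adjusted p = 4.29e-04 over 3 such tests). The excess lay on the lower side (odds ratio 1.51, adjusted p = 0.00339), while for rises the odds ratio was 1.12 (adjusted p = 0.405). The family was tested because the study had described it as predominant, in part from these libraries. These tests are therefore not independent evidence. Nor are the genes independent of each other in Fisher's exact test. In a fit of protein-coding genes only, 10009 of 13838 tested genes were called. There the odds ratio of Fisher's exact test was 1.23 for either direction (p = 0.190), 0.868 for rises (p = 0.316) and 1.37 for falls (p = 0.0192, adjusted p = 0.0576 over the 3 tests). On the log2(FPKM + 1) scale the largest rises were those of SLC44A5 and SLC6A15, to 28.0 ± 3.16 and 35.9 ± 1.28 FPKM from under 0.5 FPKM, and the largest falls those of the lactate exporter SLC16A3 and the choline-like transporter SLC44A4, down from 55.7 ± 13.5 and 51.1 ± 5.49 to under 0.5 FPKM.

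Subfamilies did not move one way. Of 23 glucose and monocarboxylate transporters 8 rose and 9 fell (camera adjusted p = 0.961, with a median log2 change of 0.22 and a mean of -0.17), including SLC2A13 and SLC16A4 higher and SLC2A12 lower. Of 36 amino acid transporters 12 rose and 15 fell (camera adjusted p = 0.518), SLC7A5 rising 5.81-fold and SLC7A8 and SLC43A1 falling 7.07-fold and 6.39-fold. Of 43 mitochondrial SLC25 carriers 13 rose and 18 fell (camera adjusted p = 0.377), with SLC25A43 and SLC25A28 higher and SLC25A37 and SLC25A45 lower. Under the scaling without RMRP these subfamilies had 12, 13 and 17 members higher and 9, 12 and 14 lower. Of 18 zinc transporters 7 rose, SLC30A3 and SLC39A8 most, and 6 fell, SLC30A4 from 125 ± 2.80 to 3.31 ± 0.176 FPKM and SLC39A4 2.88-fold (camera adjusted p = 0.492). ABC transporters were split evenly, 12 higher and 12 lower of 28 (camera adjusted p = 0.961, with a median log2 change of 0.07 and a mean of -0.06). ABCB1, the multidrug transporter, was listed at 0 in all 3 parental libraries and at 5.82 ± 0.0666 FPKM in resistant cells, ABCB10 rose 4.38-fold, and ABCC4 and ABCA2 fell 13-fold and 6.74-fold.

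**Figure D2:**
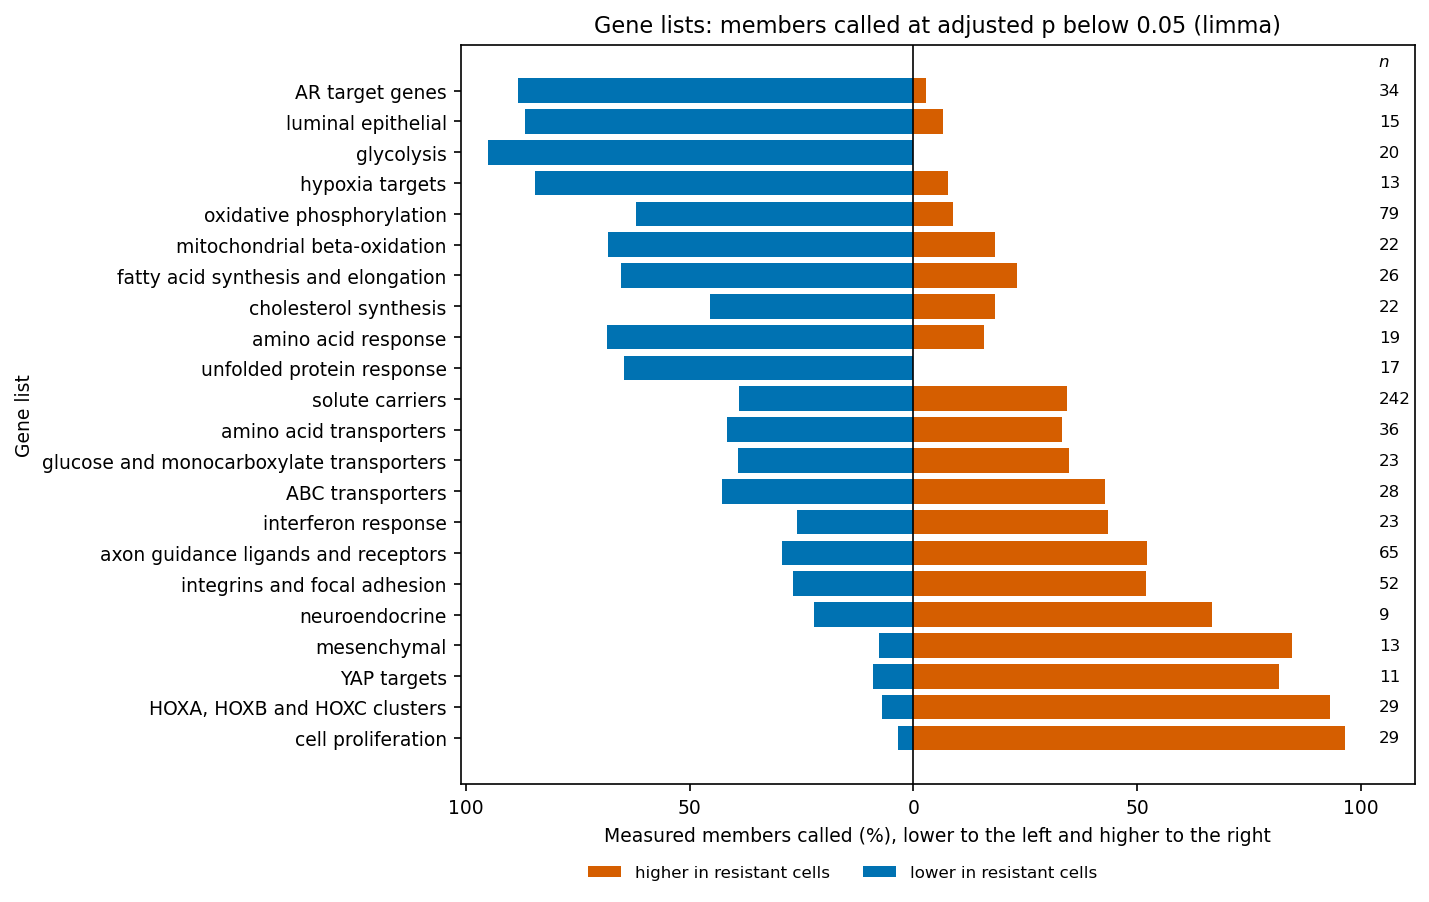
Percentage of measured members called lower (left, blue) or higher (right, orange) in resistant cells at limma adjusted p below 0.05, for 22 gene lists, with the number of measured members at the right. AR target, luminal and glycolysis lists lie almost wholly on the lower side, the proliferation and homeobox lists on the higher side, and the 242 solute carriers are divided between 83 higher and 94 lower (103 and 78 under the scaling without RMRP).

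The genes that the study followed by qRT-PCR in LNCaP cells, or lists LNCaP primers for, rose without exception among those measured. Of 29 such genes 27 passed the filter and 27 were higher (camera adjusted p = 3.61e-12, and adjusted p = 0.0543 with an estimated correlation). The study chose them from these libraries, so the count, equal when adjusted over the list alone, is not independent evidence. PRTFDC1, PTPRG-AS1 and CYP26B1 appear only among the primers, and LBX1 and LBX1-AS1 are both counted because the text of the study names the first and its primers the second. ABCB4 (0.152 ± 0.168 and 0.840 ± 0.184 FPKM) and CYP2D6 (0.0713 ± 0.0335 and 0.754 ± 0.386 FPKM) were below the filter. SLC12A5, a potassium chloride cotransporter (ENSG00000124140.13, chromosome 20, 46021690 to 46060150), rose 26.9-fold from 0.168 ± 0.180 to 4.52 ± 1.68 FPKM (log2 change 2.21, SE 0.26, adjusted p = 5.03e-04). SLC27A6, a fatty acid transporter (ENSG00000113396.12, chromosome 5, 128538013 to 129033642), rose 15.5-fold from 0.118 ± 0.127 to 1.83 ± 0.367 FPKM. SLC25A17, a peroxisomal carrier (ENSG00000100372.14, chromosome 22, 40769630 to 40819399), rose 1.43-fold from 26.2 ± 1.06 to 37.5 ± 3.81 FPKM (log2 change 0.50, SE 0.09, adjusted p = 0.00435). The study followed these 3 genes as proteins, and all were called higher. SLC35D1 rose from 0.0430 ± 0.0432 to 10.7 ± 1.62 FPKM and SLC13A4, at 0 in 2 of the 3 parental libraries, from 0.0702 ± 0.122 to 8.53 ± 1.75 FPKM. SLC24A4 rose 22.1-fold to 1.24 ± 0.9 FPKM, SLC30A3 19.2-fold and SLC47A1 7.95-fold. The call of SLC24A4 was lost without parental library 0 or without parental library 1. Folds from such low parental levels are unstable, and leaving out a library gave 17.9 to 62.1 for SLC12A5, 11.2 to 40.3 for SLC27A6, 12.9 to 31.3 for SLC24A4 and 182 to 581 for SLC35D1. FHL2, ELOVL4 and ACSL4 rose 15.0-fold, 12.4-fold and 5.96-fold, and CYP4X1 27.3-fold. C3orf14, CMTM3, FAM92A1, HOXD11, HOXD13, PDPN, PRTFDC1, LBX1, LBX1-AS1 and PTPRG-AS1 were listed at 0 in all 3 parental libraries, with resistant means from 1.06 ± 0.0310 FPKM for LBX1 to 32.8 ± 3.88 FPKM for C3orf14.

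**Figure D3:**
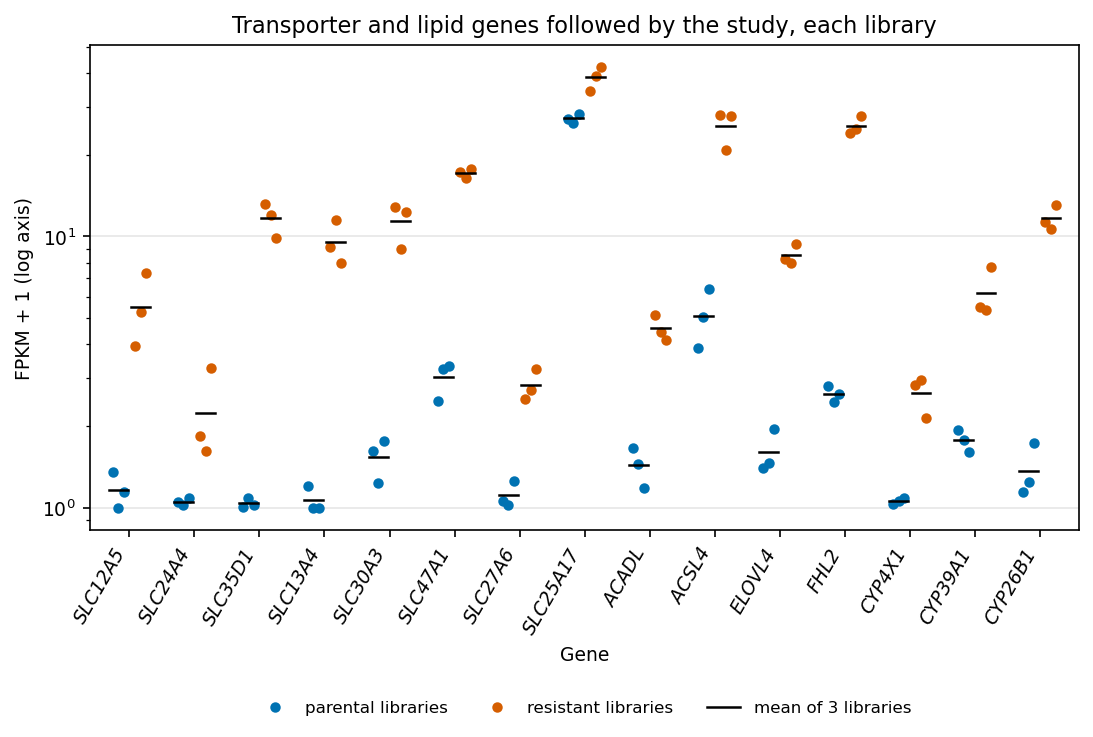
FPKM + 1 on a log axis for 15 transporter and lipid genes in each of the 3 parental (blue) and 3 resistant (orange) libraries, with black lines for group means. All 15 are higher in the resistant group, from a mean of 1.24 FPKM for SLC24A4 to 37.5 FPKM for SLC25A17, whose parental mean of 26.2 FPKM lies closest to its resistant one.

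Proliferation genes were higher in resistant cells. Of 29 genes 28 rose, MCM6 5.51-fold and E2F2 11.8-fold among them, and CDK1 fell 1.45-fold, a call lost with quantile normalization or the scaling without RMRP (camera for the list, adjusted p = 2.50e-08, and adjusted p = 0.226 with an estimated correlation). YAP targets rose in 9 of 11 cases, ANKRD1 from a listing of 0 to 9.83 ± 3.59 FPKM and CRIM1 6.96-fold, and WWC1 fell 2.52-fold (camera adjusted p = 0.00566, and adjusted p = 0.262 with an estimated correlation). Of 17 p53 targets 11 rose, AEN and TIGAR most, and 2 fell, GDF15 39.7-fold (30.8-fold to 78.2-fold when a library was left out) and TNFRSF10B 2.47-fold (camera adjusted p = 0.0551). Wnt genes had 9 of 16 higher and 3 lower (camera adjusted p = 0.110), LEF1 rising 12.4-fold, WNT11 reaching 4.2 ± 1.61 FPKM, and FZD4 and WNT10B falling. Axon guidance genes had 34 of 65 higher and 19 lower (camera adjusted p = 0.0688), with SLIT2 and EPHA4 up to 94.8 ± 16.9 and 14.9 ± 1.95 FPKM and EFNA5 and EPHA1 down from 364 ± 5.27 and 14 ± 3.96 FPKM. Integrin and focal adhesion genes had 27 of 52 higher, COL4A2 and TNC most, and 14 lower, among them LAMA3 and ITGB7 (camera adjusted p = 0.0882). The YAP, axon guidance and integrin lists were chosen because the study had named their pathways from these libraries. Their tests are therefore not independent evidence. VIM, SPARC and other mesenchymal genes rose in the same libraries.

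Stress and immune genes fell or were divided. The amino acid response fell in 13 of 19 genes, DDIT4 17-fold and DDIT3 4.78-fold, and rose in 3, of which SLC7A5 and SESN2 changed most (camera adjusted p = 0.00698, and adjusted p = 0.430 with an estimated correlation). In the unfolded protein response 11 of 17 genes fell and none rose, with CREB3L4 and HERPUD1 4.08-fold and 3.42-fold lower (camera adjusted p = 3.61e-04, and adjusted p = 0.127 with an estimated correlation). Interferon response genes had 10 of 23 higher and 6 lower (camera adjusted p = 0.353), IFIT1 and IFIT3 rising 35.8-fold and 89.4-fold and IFITM3 and OAS3 falling 11.5-fold and 48.0-fold. In class I antigen presentation 4 of 12 genes fell, PSMB10 and TAP1 most, and HLA-B rose 1.30-fold (camera adjusted p = 0.279), but under the scaling without RMRP 4 rose and 3 fell. HLA genes are polymorphic and share reads. Adjusted over the list alone, no member of this list was called higher.

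Lists that reflect library preparation or handling were also compared. Replication-dependent histone genes, which are near-identical copies, had 28 of 58 higher and 11 lower (camera adjusted p = 0.160). HIST1H1D, picked by the study, was listed at 0 in all 3 parental libraries and at 106 ± 4.17 FPKM in resistant cells, and HIST1H4D rose 69.5-fold to 715 ± 56.7 FPKM. HIST1H1B fell from 287 ± 19 to 0.263 ± 0.182 FPKM, and HIST1H3D (95.3 ± 31.5 FPKM) to a listing of 0. Of 303 small nuclear, nucleolar and other non-polyadenylated RNAs 43 rose and 30 fell (camera adjusted p = 0.816, with a median log2 change of -0.0011 and a mean of 0.15), RNY1P9 and SCARNA21 rising and RN7SL507P and RN7SL587P falling. Cytosolic ribosomal protein genes had 37 of 81 lower and 14 higher as deposited (camera adjusted p = 0.0255, and adjusted p = 0.721 with an estimated correlation), but 20 lower and 32 higher with quantile normalization and 24 each way under the scaling without RMRP. The list lost its call and turned direction with quantile normalization (adjusted p = 0.443), and lost its call under the scaling without RMRP (adjusted p = 0.162) and without resistant library 0 (adjusted p = 0.0692). RPS28 fell 45.8-fold and RPL10L was listed at 0 in all 3 resistant libraries, whereas RPL39L and RPL9 rose 24.8-fold and 3.75-fold. Of 11 immediate early genes 5 rose, JUN 6.12-fold and IER3 3.79-fold, and 4 fell, MYC 14-fold and JUNB 3.78-fold (camera adjusted p = 0.961). Reference genes fell in 10 of 13 cases and rose in 3, TBP and GUSB most (camera adjusted p = 0.0739). GAPDH went from 3488 ± 210 to 1063 ± 39.3 FPKM (log2 change -1.71, adjusted p = 1.13e-05) and ACTB from 1901 ± 46.2 to 889 ± 156 FPKM (log2 change -1.11, adjusted p = 6.95e-04), and both stayed lower under every scaling tried.

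The authors' deposited table of Cuffdiff results lists 35503 genes, of which 20782 were tested and 9408 had a q below 0.05. Of these, 4956 were higher and 4452 lower in resistant cells in the authors' deposited table. Among the 9031 of them that were tested here, 8671 were called by limma too, and all 8671 had the same direction. The limma test called 3795 further genes. Examples among the named genes were GRHL2 (Cuffdiff q = 0.101), SLC44A5 (q = 0.109), LIN28B (q = 0.189) and PRAC1 (q = 0.217). Of the largest rises, MIR3939 (q = 0.203) and RP4-765C7.2 (q = 0.305) were also called by limma only. So were HIST1H3D (q = 0.187), CYP2C9 (q = 0.0991), EPHA4 (q = 0.0768), KRT14 (q = 0.310) and other named genes. EYA1 (q = 0.184), HMGA2 (q = 0.320) and SALL1 (q = 0.351), described further below, were called by limma only as well.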

Values the study reported

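The study reported 35,504 expressed genes in LNCaP cells, of which 9409 were differentially expressed. It gave 4578 transcripts as higher and 4184 as lower in resistant cells, at a p-value below 0.0005 and a false discovery rate below 0.05. Among solute carriers it counted 80 higher and 86 lower. By qRT-PCR, with GAPDH and actin as controls, it gave fold increases of 1195 for SLC12A5, 20 for SLC24A4, 9.5 for SLC35D1, 5.0 for SLC13A4, 4.6 for SLC30A3, 4.3 for SLC47A1, 17.3 for SLC27A6, 15.8 for ACSL4, 14.7 for ACADL, 6.0 for FHL2, 3.0 for ELOVL4, 30.0 for CYP4X1, 17.5 for SLC25A17, 15.0 for ABCB4, 8.5 for CYP39A1 and 6.7 for CYP2D6.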

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

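The number of changed genes stayed within 1.5 times its value under every alternative, from 10009 with protein-coding genes only to 14007 without a filter, and from 11221 to 12212 when a library was left out. AR and KLK3 were called lower throughout. With the replicate number as a block 11812 genes were called, 6103 higher and 5709 lower. The numbers do not pair the samples, since deviations of same-numbered libraries correlated at only 0.0523, 0.0107 and 0.0471, although each library did correlate best with its own number. Of the named genes' values under alternatives 3199 kept their side of the threshold, 33 lost the call and 0 changed sign. Under quantile normalization 7 called genes had the opposite sign.

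With an estimated correlation no list call was kept, the adjusted p becoming 0.127 for AR targets, 0.262 for glycolysis and for fatty acid synthesis, 0.430 for beta-oxidation, 0.0991 for luminal, 0.226 for mesenchymal and 0.0543 for qRT-PCR genes, with 26 further losses under other settings, spread over androgen synthesis, neuroendocrine, stromal, tricarboxylic acid cycle, oxidative phosphorylation, cholesterol and ribosomal lists. For solute carriers fry, which tests the set alone, gave an adjusted p of 3.44e-04, toward lower levels. Among the other lists tested, fry failed to call only glucose and monocarboxylate transporters (0.556), ABC transporters (0.729) and replication-dependent histones (0.0830). With 61.4% of all genes called, a fry call thus does not set solute carriers apart. The odds ratio of solute carriers for rises was 1.28 without a filter. With protein-coding genes only, an alternative added later, it was 0.868, with 1.23 for either direction and 1.37 for falls. Glycolysis gained 1 higher member with quantile normalization and without RMRP. The direction of camera tests that were not called, or of ribosomal genes, turned as follows, with adjusted p, and the cause was not tested. Glucose and monocarboxylate transporters turned at pseudocount 0.01 (0.987), with quantile normalization (0.948), coding genes (0.926), without RMRP (0.946) and with fry (0.556), and gave 0.943 to 0.989 when a library was left out. Small RNAs turned without a filter (0.918) and without RMRP (0.815). Immediate early genes turned without a filter (0.765) and gave 0.943 to 0.989 when a library was left out. ABC transporters turned with a filter at 1 FPKM (0.896) and with coding genes (0.965), and ribosomal proteins with quantile normalization (0.443), while their adjusted p ran from 0.00235 to 0.0692 when a library was left out. Depth limits genes of low FPKM, where steps between values are coarse.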

Other observations

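The tests of added gene lists, of cell origin, of lineage change, of scaling and of reference genes in this part were chosen after the data were seen, and the oncofetal, nephron and mismatch repair lists were drawn up when the values of some members (LIN28B, IGF2BP1, SIX1, SIX2, EYA1, SALL1, PAX2, WT1, HOXD11, MSH2, MSH6 and MLH1) were known. Fetal genes were among those higher in resistant cells. In a list of oncofetal RNA-binding and growth genes 7 of 11 measured members rose and 2 fell (camera adjusted p = 0.0147, and adjusted p = 0.0965 with an estimated correlation). IGF2BP1, an RNA-binding protein of fetal tissue, went from 0.109 ± 0.0186 to 91.2 ± 12.5 FPKM, and HMGA2, a chromatin protein, from 0.0174 ± 0.0301 to 30.3 ± 3.98 FPKM, while PEG10 fell from 5.76 ± 0.823 to 0.398 ± 0.340 FPKM. Of 14 measured nephron progenitor genes 11 rose and DAPL1 fell (camera adjusted p = 2.84e-04, and adjusted p = 0.0622 with an estimated correlation). SALL1 reached 13 ± 1.29 FPKM from 0.0106 ± 0.0183 FPKM, and EYA1 and SIX2 were listed at 0 in all 3 parental libraries.

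DNA mismatch repair genes moved apart. Of 8 genes 5 rose and 3 fell (camera adjusted p = 0.576). MSH2 rose from 5.67 ± 1.81 to 50.9 ± 1.5 FPKM, MSH6 3.60-fold and EXO1 13.5-fold, while MLH3 fell from 28.7 ± 1.95 to 2.27 ± 0.0783 FPKM. MLH1 was 46.4 ± 5.54 FPKM in parental cells and listed at 0 in all 3 resistant libraries. PTEN, a gene that LNCaP carries in mutated form, stood at 30 ± 3.10 and 27.4 ± 1.15 FPKM (limma adjusted p = 0.314).

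The loss of prostate luminal genes with a gain of genes of another lineage was weighed as follows. Of the abundant AR target and luminal genes, KLK2 kept the least, 0.0155% of its parental level, and TSC22D3 the most, 96.3%. Unchanged parental cells can thus make up only a very small part of the resistant libraries. Cells of another origin remain open. The nephron progenitor list rose as a set (camera adjusted p = 1.42e-04 over 2 lineage lists, and adjusted p = 0.0311 over these and 0.0622 over all added lists with an estimated correlation), which is weak evidence for a list with members picked by their values. Its most abundant members, HOXD11 (29.6 FPKM), HOXA11 (16.5 FPKM) and SIX1 (14 FPKM, from 3.18 FPKM in parental cells), may fit an embryonic kidney line as a candidate source. Genes of every HOX cluster rose, however, so HOXD11 and HOXA11 do not single out kidney. Its members WT1 (1.48 to 0.794 FPKM, limma adjusted p = 0.0920) and GDNF (0.512 to 0.739 FPKM, adjusted p = 0.584) were not called. Yet only the liver list, with 1 of 6 genes higher and 4 lower (camera adjusted p = 0.0831 over the same 2 lists), could be compared with it. The neural (3 of 4 higher), sympathoadrenal (4 of 4), muscle (3 of 4) and foregut lists (3 of 4) had only 4 of 12 members above the filter. Their other members averaged below 0.5 FPKM over all 6 libraries. The measured members mostly passed the filter through the resistant group, so these counts do not rank the lineages. Of the 14 nephron genes, 4 were above 1 FPKM in parental cells, 4 stand in another list and 1 was picked by the study. A change of lineage of LNCaP cells under enzalutamide, the biological explanation, cannot be told apart from cells of another origin here. MSH2, part of which LNCaP has lost by deletion, was 8.97-fold higher, but values per gene do not show which exons were read.

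The fall of GAPDH, a control of the study's qRT-PCR, is not accounted for in full by the scalings tried. The log2 change of GAPDH was nearest to 0 with quantile normalization, at -1.10, and was -1.74 with median-ratio scaling and -1.43 without RMRP. Median-ratio scaling moved the median log2 change of all genes only from 0.05 to 0.02, so it hardly differed from the values as deposited. For ACTB, the other control, these values were -0.60, -1.14 and -0.83, against -1.11 as deposited. Part of its fall thus depended on the scaling, as for GAPDH (-1.71 as deposited). No biological explanation was tested. Divided by the geometric mean of GAPDH and ACTB in the same library, the folds, with ranges when a library was left out, were 3.83 (3.45 to 4.11) for SLC25A17, 16 (14 to 19.4) for ACSL4, 41.0 (29.5 to 109) for SLC27A6, 60.8 (32.5 to 87.6) for SLC24A4, 71.9 (47.9 to 164) for SLC12A5 and 672 (495 to 1501) for SLC35D1.

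Genes listed at 0 in all 3 libraries of one group and at 5 FPKM or more in the other numbered 541, with 288 at 0 in parental and 253 at 0 in resistant cells. The instability of FPKM for very short genes is a candidate explanation for most of them, since 66.5% of those with a known length were shorter than 200 bases, against 2.51% of other tested genes. It leaves open the 94 protein-coding genes among them, such as MLH1, and no biological explanation was tested for the rest. Summed over copies, histone families changed less than single histone genes, H1 from 2225 ± 95.0 to 2259 ± 85.1 FPKM, H2B 1.75-fold and H4 1.97-fold higher.

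Of the 10 splits of the 6 libraries into 3 and 3, the real one gave the most called genes, 12466 against at most 7 in any other, in 1 split of 10. For AR targets the real split gave 30 lower members and the others at most 0, again in 1 split of 10. So few splits cannot give a share under 0.05.

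The deposited counts at q below 0.05, split as 4956 higher and 4452 lower, became 4578 higher and 4184 lower when 378 genes with a parental level of 0 and 268 with a resistant level of 0 were left out. With p below 0.0005 as well, the authors' deposited table gives 3298 higher and 3044 lower. Among symbols that begin with SLC, antisense genes and pseudogenes included, 77 were higher and 89 lower in the authors' deposited table.

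Folds of FPKM for the 16 genes with a quoted fold were compared with it, although it was measured by another method. Within 1.5 times lay 4 of 16, SLC24A4, SLC27A6, CYP4X1 and CYP39A1, while 7 were higher and 5 lower. The fold of SLC12A5 here was 26.9 (17.9 to 62.1 when a library was left out), that of ACSL4 5.96, of ACADL 8.22, of SLC25A17 1.43 and of ABCB4 5.54 (from an unstable parental level of 0.152 ± 0.168 FPKM). These are lower than the quoted values. The fold of SLC35D1 was 248 (182 to 581), of SLC30A3 19.2, of SLC47A1 7.95, of FHL2 15.0, of ELOVL4 12.4 and of CYP2D6 10.6, with SLC13A4 at 0 in 2 of 3 parental libraries. These are higher than the quoted values. Over the geometric mean of GAPDH and ACTB, 3 of 16 lay within 1.5 times, ACSL4, ACADL and ABCB4. There 11 were higher and 2, SLC12A5 and SLC25A17, lower. The study names GAPDH and actin as controls but does not say how they were combined, so this scale is assumed. The fold of ABCB4 on this scale, 14.8, ran from 10.2 to 40.9 when a library was left out.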
